A study of Danio rerio with 15 samples.

How the data were processed

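Gene expression was measured by RNA sequencing in pronephric ducts of zebrafish larvae at 72 h post fertilization (hpf). Per the labels' protocols, the larvae came from crosses between carriers of a CRISPR/Cas9-induced actl6a mutation in a line whose pronephric epithelium is marked by GFP, 15 embryos per group were treated with collagenase, and fluorescent duct fragments were picked out by eye. The labels place 7 libraries in the sibling group and 8 in the mutant group. The design text speaks of 10 ducts per group, and the labels give the siblings the genotype WT, with no statement of whether heterozygotes were among them.

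The authors deposited whole-number counts per RefSeq accession in 2 tables, and per the file headers each table holds one sequencing index, with a column for each sample barcode of 8 bases. All 7 sibling libraries lie in one table and all 8 mutant libraries in the other, so index and genotype are the same split. The aligner, counting tool, annotation release and genome build are not stated in the labels or headers, nor is it stated whether a count is a read or a distinct molecule. Intervals and floors therefore cover counting error only. The sibling table listed 29112 accessions and that of the mutants listed 32441, with 28255 in both. An accession listed in only one table was given a count of 0 in the other. The summed count of such accessions had a median of 1 for the sibling table and 3 for the mutant table. Every row named a gene product, and 13 of them were mitochondrial proteins.

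Gene symbols were taken from a RefSeq gene table of the assembly GRCz12tu, which was used only for names and for the order of genes. Of 33298 accessions, 20452 (61.4%) matched a symbol when the version number was ignored, and they held 87.6% of all counts. With the version number, 10657 matched. The 20452 accessions stood for 18545 symbols, and 1672 symbols had 2 or more accessions. Counts of transcripts of one gene, or of near-identical paralogs such as keratins, globins and actins, depend on how reads were assigned and are uncertain. Among 16314 accessions with over 100 counts in all, 521 had the same counts in every library as another accession.

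Total counts per library ranged from 1583052 to 4013852, with a median of 2078338. One count was worth 0.249 to 0.632 CPM, a library's counts scaled to a common total, and the floor of 3 counts, which a count of 0 allows, 0.747 to 1.90 CPM. Replicates were compared over accessions with a summed count of at least 20 in 49 pairs within groups, and the chi-square per degree of freedom ranged from 8.39 to 39.3, so no pair matched within sampling noise.

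Genotype groups were compared with edgeR 4.0.16 in R 4.3.3, using trimmed mean of M values (TMM) normalization, the filterByExpr filter by group, glmQLFit with robust estimation and bias adjustment, and glmQLFTest, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Log2 fold changes are mutant over sibling, and standard errors (SE) were computed as the size of the log2 fold change divided by the square root of F. The filter asks for expression in about as many libraries as the smaller group has, so a gene detected in only some mutant libraries was not tested. Levels are CPM with TMM factors, which ranged from 0.867 to 1.12, and log2 CPM used a prior count of 2. Summed shares of gene lists are CPM of the library total. Gene lists were tested with camera from limma 3.58.1 with the correlation between genes estimated, adjusted over 11 lists. Single values per library were compared by exact two-sided permutation tests over all splits of the 15 libraries into 7 and 8. These used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

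The count test was tested on simulated data with the real means and library sizes. Among 12914 simulated genes, 200 were changed, and 83.5% of those changed by 2 on the log2 scale and 23% of those changed by 1 were recovered. Of 113 calls, 7.96% were false, a larger share than the adjusted p threshold sets. With no gene changed, 0 calls were made. The simulation took over means and library sizes, not the correlation between genes. In the real libraries the correlation estimated by camera ranged from -0.0125 for SWI/SNF subunits to 0.843 for skeletal muscle over the 11 lists. The simulated rates therefore do not give the power or the error rate of the test in the real libraries.

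The sample groups, the tests, 11 gene lists (6 for the study's question and 5 for other tissues) and the rule for naming genes were fixed before the data were examined. The text names actl6a, actl6b, foxj1a, atp1a1a.4 and smarca4a. In each direction it names the 6 genes with the smallest p-value among those past the threshold with a mean of at least 10 CPM. From each list, up to 3 genes past the threshold with the smallest p-value were eligible. A list of intestinal epithelium genes was written after the data were first examined, before the values of its members were looked at.

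Alternatives fixed in advance were size factors of DESeq2 and TMMwsp for normalization, no filter or a filter of at least 10 counts in at least 7 libraries, the DESeq2 1.42.0 Wald test, limma with voom quality weights, the quasi-likelihood test without bias adjustment, the number of detected genes as a term, the replicate number as a block, stricter thresholds, other list tests, and leaving out each of the 15 libraries. Chosen after the data were seen were accessions listed in both tables, counts summed per symbol, leaving out accessions over 1000 counts, the summed share of the 5 other-tissue lists or of the erythrocyte and endothelium lists alone as a term, and thinning to the smallest total. No library and no column was left out of the main comparison.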

Results

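The series measured transcript counts in pronephric ducts, the paired tubes that drain the larval zebrafish kidney, from siblings and actl6a mutants at 72 hpf. actl6a encodes a subunit of SWI/SNF chromatin remodelling complexes, and the stated interest is its role in cilia and pronephros development. There were 7 sibling and 8 mutant libraries. Total counts per library averaged 2141129 ± 466926 (SD, n = 7) in siblings and 2613491 ± 879089 (SD, n = 8) in mutants, and log2 totals did not differ by an exact two-sided permutation test (p = 0.272). More accessions were detected in mutant libraries, 23706 ± 3343 against 20584 ± 1697 (exact permutation p = 0.0465, n = 8 and 7). The excess lay in mutant replicates 4, 5, 6 and 8, with 27413, 26066, 25684 and 27204, above every sibling (18841 to 23992). The other mutants had 18188 to 21970, within or below the sibling range. After thinning to 1583052 counts per library the means were 22397 ± 2359 and 19793 ± 1160 (exact permutation p = 0.0238). The sibling and mutant libraries were sequenced under separate indexes, and each index held libraries of 1 genotype only, so no comparison within an index was possible and index and genotype cannot be told apart in any comparison given here.

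The targeted gene was examined in every library. Levels of actl6a (NM_173240.1) were 87.2, 90.7, 84.0, 93.5, 63.8, 76.3 and 93.8 CPM in sibling replicates 1 to 7, and 28.8, 16.7, 19.9, 35.6, 38.9, 9.87, 12.8 and 36.3 CPM in mutant replicates 1 to 8. The mean was 84.2 ± 10.9 CPM (SD, n = 7) in siblings and 24.9 ± 11.5 CPM (SD, n = 8) in mutants, a log2 fold change of -1.70 (SE 0.24, edgeR adjusted p = 0.000245). All 8 mutant libraries lay below every sibling (exact two-sided permutation p = 0.000155 on log2 CPM, the smallest these group sizes allow). The alternative that moved the fold change most was the summed share of the erythrocyte and endothelium lists as a term, with -2.02. The paralog actl6b (NM_001020740.2) had 0 counts in each sibling library and at most 3 counts in a mutant library, so no difference was detectable at this depth.

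**Figure D1:**
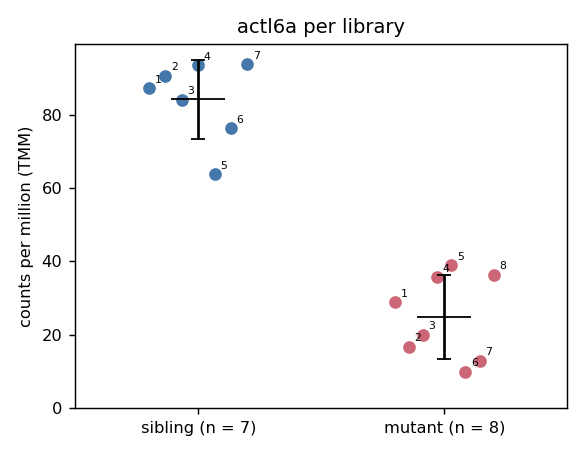
Levels of actl6a in TMM-normalized CPM (vertical axis) in the sibling and mutant libraries, with replicate numbers beside the points and the mean ± SD in black. The mutant libraries lie between 9.87 and 38.9 CPM and the sibling libraries between 63.8 and 93.8 CPM.

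Whether genotype separated the libraries as a whole was asked from the Pearson correlation of log2 CPM across tested genes. The mean correlation was 0.828 within groups and 0.729 between groups, a difference of 0.0988 (exact two-sided permutation p = 0.000932). Sibling pairs had correlations of 0.771 to 0.900 and mutant pairs 0.683 to 0.919, while pairs across groups reached from 0.605 to 0.897. The first principal component held 43.8% of the variance, and on it mutant replicate 1 lay among the siblings, at 53.7, while sibling replicate 1 lay apart from them, at -7.64. Mutant replicates 4, 5, 6 and 8 had the lowest values, from -105.0 to -97.8.

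**Figure D2:**
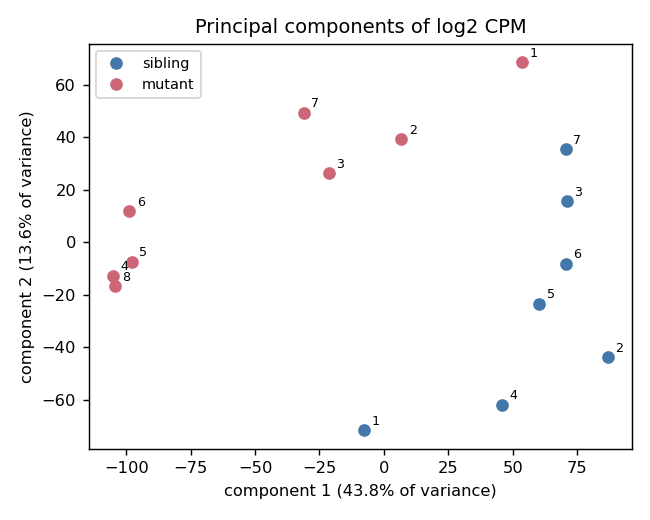
Principal components 1 (43.8% of variance) and 2 (13.6%) of log2 CPM, with siblings in blue, mutants in red and replicate numbers beside the points. Component 1 spreads the mutant libraries from -105.0 to 53.7 and the siblings from -7.64 to 86.9.

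Of 12914 genes tested, 2476 differed between mutant and sibling at an adjusted p under 0.05, 1761 (71.1%) of them higher and 715 lower in mutants. The median log2 fold change was 1.82 among the higher and -0.98 among the lower genes. An absolute log2 fold change of at least 1 was reached by 1438 higher and 353 lower genes. In 297 of the changed genes the groups did not overlap, and over all tested genes this held for 2.31%, against 0.0311% by chance. The biological coefficient of variation was 0.515. Across the alternatives the count ran from 1031, at an adjusted p under 0.01, to 5566 with limma with voom quality weights. Of those 5566, 55.4% were higher. The count also fell with the replicate number as a block, and with the number of detected genes or the erythrocyte and endothelium share as a term. Leaving out mutant replicate 8 lowered the count to 1621.

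The 6 higher genes with the smallest p-values began with s100a10a (NM_001005961.2), at 2.13 ± 1.93 CPM in siblings and 563 ± 409 CPM in mutants, with a log2 fold change of 8.02 (SE 0.64, adjusted p = 2.12e-07). The chemokine gene cxcl18a.1 (NM_001328090.1) rose from 3.75 ± 3.57 to 102.6 ± 31.8 CPM, by 4.76 (SE 0.34, adjusted p = 2.30e-07) on the log2 scale. Complement factor cfb (NM_131338.2) was at 3.24 ± 2.97 CPM in siblings and 61.5 ± 11.7 CPM in mutants. The remaining ones were XM_009307580.3, which matched no symbol, with a log2 fold change of 5.49, fabp1b.1 (NM_001024651.2) with 8.36 and psmb9a (NM_131391.2) with 4.29. The sibling mean of fabp1b.1, 0.669 ± 0.991 CPM, was below the floor of 0.747 to 1.90 CPM, so the size of its fold change is uncertain. In fabp1b.1 the mutant mean of 294 ± 424 CPM rested on mutant replicate 4, at 1337 CPM, but all 8 mutant libraries lay above every sibling for each of these 6 genes.

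Among lower genes, slc25a27 (NM_200341.1) had the smallest p-value, with 56.5 ± 11.4 CPM in siblings and 16.3 ± 4.16 CPM in mutants and a log2 fold change of -1.76 (SE 0.20, adjusted p = 2.97e-05). The chromatin gene hmgb3a (NM_001122836.1) was at 245 ± 38.2 CPM in siblings and 78.9 ± 30.6 CPM in mutants, a change of -1.66 (SE 0.21, adjusted p = 9.79e-05). The other lower genes of this set were XM_009306307.3 with -1.94, XR_001796657.2, which matched no symbol, with -1.61, NM_001044784.1 with -1.61 and aldh4a1 with -1.28. Each of these 6 was lower in all 8 mutant libraries than in every sibling except NM_001044784.1, for which this held in 6 of 8.

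**Figure D3:**
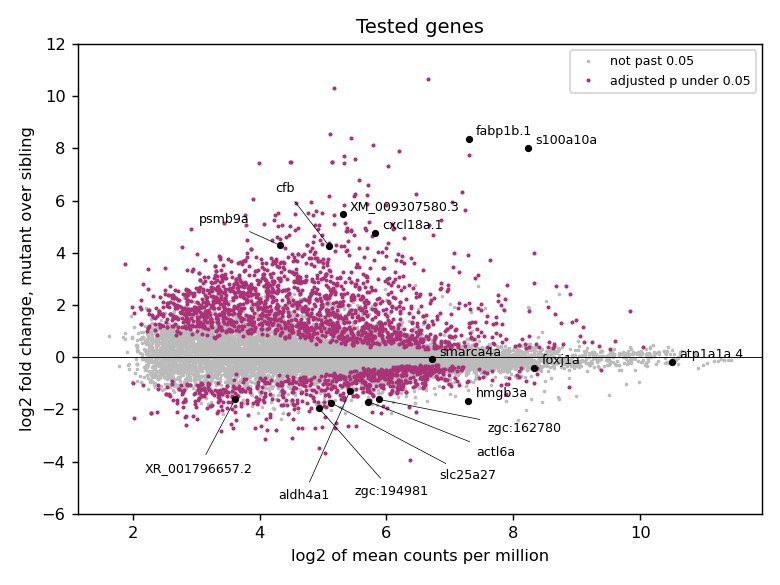
Log2 fold change of mutant over sibling (vertical axis) against the log2 of mean CPM (horizontal axis) for the 12914 tested genes, with the 2476 at an edgeR adjusted p under 0.05 in purple and the named genes labelled. Higher genes reach larger fold changes than lower genes, and actl6a lies at -1.70.

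The fixed genes other than actl6a were not called. foxj1a, which encodes a regulator of motile cilia, had a mean of 369 ± 64.2 CPM in siblings and 280.3 ± 150.7 CPM in mutants (log2 fold change -0.41, SE 0.29, adjusted p = 0.339). By library it was at 494.6, 462.6, 303.3, 111.6, 146.9, 191.7, 377.1 and 154.9 CPM in mutant replicates 1 to 8, against 241 to 442 CPM in siblings, so 4 of 8 mutant libraries lay below every sibling and 2 above. Its direction turned, to 0.09 with the number of detected genes as a term and to 0.21 with the erythrocyte and endothelium share as a term, and it passed the threshold with voom quality weights, at -0.96. atp1a1a.4, whose promoter marks the duct in this line, changed by -0.18 (SE 0.27, adjusted p = 0.669), with the direction turned, to 0.31 and 0.38, by the same terms and a call made by the same weights, at -0.60. Its level was 2568, 1821, 1535, 769.9, 889.2, 686.1, 1827 and 873.7 CPM in mutant replicates 1 to 8, against 1085 to 1951 CPM in siblings, with 4 of 8 mutant libraries below every sibling and 1 above. Its counts were similar in mutant replicates 1 and 4 (3479 and 3112) at totals of 1583052 and 4013852, but only 1668 in mutant replicate 6. An upper limit on counts, taken up under Other observations, could therefore lower its CPM in libraries with a high total. smarca4a, which encodes an ATPase of the complex, changed by -0.09 (SE 0.10, adjusted p = 0.566).

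Gene lists addressed cilia and kidney genes. The motile cilia list had a median log2 fold change of -0.77 over 76 tested genes, of which 73 were lower in mutants. It contained 27 changed genes, all lower, and 30 adjusted over the list alone. The list test that estimates the correlation between genes did not pass the threshold (camera adjusted p = 0.423, estimated correlation 0.658), whereas a preset correlation of 0.01 (adjusted p = 1.74e-17) and fry (adjusted p = 0.0317) both passed. Its summed share of counts was 7362 ± 962 CPM in siblings and 4594 ± 2024 in mutants (exact permutation p = 0.00808, adjusted over 11 lists 0.0382), and 5 of 8 mutant libraries lay below every sibling. By library it was 6426, 7007, 6612, 2186, 2914, 3303, 5692 and 2609 CPM in mutant replicates 1 to 8, against 6054 to 8335 CPM in siblings. Mutant replicates 1, 2 and 3 thus lay within the sibling range, and most of the difference between the means came from mutant replicates 4, 5, 6 and 8. With one library left out the exact permutation p of this share stayed between 0.00379 and 0.0167, but the value adjusted over 11 lists was under 0.05 in 7 of 15 tests (0.0208 to 0.0891). With the summed share of the erythrocyte and endothelium lists as a term the median of the list was -0.19. The genes with the smallest p-values were dnah5 (-1.77, SE 0.28, adjusted p = 0.000481), cfap73 (-1.58, SE 0.26, adjusted p = 0.000695) and spag1b (-1.37, SE 0.30, adjusted p = 0.00519). With the same term dnah5 (-1.76) and cfap73 (-1.21) were still called, whereas spag1b (-0.83, edgeR adjusted p = 0.0768) was not.

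The intraflagellar transport and BBSome list had a median of -0.32 over 26 genes, with 4 lower and 1 higher among changed genes (6 adjusted over the list alone). It did not pass with the estimated correlation (adjusted p = 0.423) but did with the preset one and with fry. Its summed share was lower in mutants, at 1533 ± 311 against 1949 ± 170 CPM (exact permutation p = 0.0104, adjusted 0.0382), with 1736, 1826, 1893 and 1797 CPM in mutant replicates 1, 2, 3 and 7 inside the sibling range of 1667 to 2148 and the other mutant replicates below it. Its adjusted p was under 0.05 in 7 of 15 tests that left out one library, and its median was -0.061 with the erythrocyte and endothelium share as a term. bbs7 changed by -1.05 (SE 0.20, adjusted p = 0.00202) and arl13b by -0.61 (SE 0.13, adjusted p = 0.00485), while kifap3b was higher, by 1.32. The calls of arl13b and kifap3b were lost with that term.

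For the pronephric segment and transport list the median was -0.29 over 49 genes, and -0.35 to -0.10 under other settings. The list had 9 changed genes (7 lower, 2 higher, and 9 adjusted over the list alone). It did not pass with the estimated correlation (adjusted p = 0.423) or with fry (0.158), but it did with the preset correlation (0.0131), and the exact permutation test of its summed share gave p = 0.0625 (adjusted 0.123). That share was 6444, 6944, 6921 and 6728 CPM in mutant replicates 4, 5, 6 and 8, below every sibling (10923 to 14110 CPM), and 13386, 12787, 11364 and 11070 CPM, within the sibling range, in mutant replicates 1, 2, 3 and 7. Changes within it ran in both directions. slc5a12 changed by -3.69 (SE 0.78), but its level varied among siblings, at 167.8, 110.9, 5.42, 98.1, 2.66, 55.8 and 7.53 CPM in replicates 1 to 7, and only 2 of 8 mutant libraries (5.40 ± 6.16 CPM) lay below every sibling. slc13a1 changed by -2.28 (SE 0.49), from 55.9 ± 39.1 to 12.3 ± 7.78 CPM, with 3 of 8 mutant libraries below every sibling. By contrast evx1 rose from 7.63 ± 9.25 to 79.6 ± 24.5 CPM, by 3.44 (SE 0.44), in 8 of 8 mutant libraries above every sibling. Outside the rule for naming genes and chosen after its value was seen, slc13a3 was the other higher gene of the list, at 1.54 (SE 0.48, adjusted p = 0.0332).

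SWI/SNF subunits other than actl6a had a median of -0.06 over 22 genes, with 2 changed (2 adjusted over the list alone), bcl7a at -0.49 (SE 0.11) and bcl11aa at 2.30 (SE 0.57). Among the other settings the call of bcl11aa was lost in 2 (0.82 and 1.03) and that of bcl7a in 1 (-0.32). For bcl11aa 5 of 8 mutant libraries lay above every sibling and 1 below. The p53 targets had a median of 0.24 over 29 genes, with 6 changed, all higher (6 adjusted over the list alone), led by gadd45ga at 1.03 (SE 0.19), plk3 at 0.62 (SE 0.14) and sesn3 at 0.95 (SE 0.22). Among the other settings the call of sesn3 was lost in 2 (0.49 and 0.60) and that of plk3 in 1 (0.58), while gadd45ga kept its call. Camera gave that list an adjusted p of 0.529 with the estimated correlation and 0.0752 with the preset one, and fry gave 0.0410. The cell cycle list had a median of 0.03 over 52 genes, with 3 changed over all genes tested and 0 adjusted over the list alone, and its median changed sign under several alternatives. Neither the SWI/SNF nor the cell cycle list passed under any of the 3 list tests.

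Transcripts of neighbouring tissues were measured because ducts were picked from dissociated larvae. Median log2 fold changes were 1.41 for epidermis (11 of 23 genes changed, 16 adjusted over the list alone), 1.90 for erythrocyte (1 of 11, 4 over the list alone), 1.04 for neuron (5 of 14, 8 over the list alone), 1.62 for endothelium (3 of 22, 14 over the list alone) and -1.43 for skeletal muscle (0 of 24, and 0 over the list alone). None passed with the estimated correlation (adjusted p from 0.423 to 0.579), all 5 did with the preset one, and all except muscle did with fry. By exact permutation of summed shares the epidermis list differed, at 2309 ± 988 CPM in siblings and 6533 ± 4411 in mutants (p = 0.00591, adjusted 0.0382), with 6 of 8 mutant libraries above every sibling, although the adjusted p was under 0.05 in only 8 of 15 tests that left out one library. The muscle (p = 0.192) and neuron (p = 0.355) shares did not differ by the same exact permutation test. For the erythrocyte (p = 0.0721) and endothelium (p = 0.0780) shares the result of the exact permutation test depended on the libraries included. With one library left out, the unadjusted p was under 0.05 in 5 of 15 tests for erythrocyte and 2 of 15 for endothelium. The adjusted p was under 0.05 in 1 of 15 tests for each, the one without sibling replicate 1, at 3228 and 2228 CPM. Without it p was 0.0153 and 0.0143 (0.0421 adjusted for each), and all 8 mutant libraries lay above each of the 6 other siblings, with at least 666 and 342 CPM against at most 635 and 262. The highest mutant values of the erythrocyte share were 2830, 6553, 3378 and 5979 CPM and those of the endothelium share 1578, 3372, 1791 and 2636 CPM, all in mutant replicates 4, 5, 6 and 8, while the other mutants reached at most 903 and 716 CPM. Without sibling replicate 1 the medians of the erythrocyte and endothelium lists were 4.05 and 4.06, and without accessions over 1000 counts that of the erythrocyte list was 0.12.

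**Figure D4:**
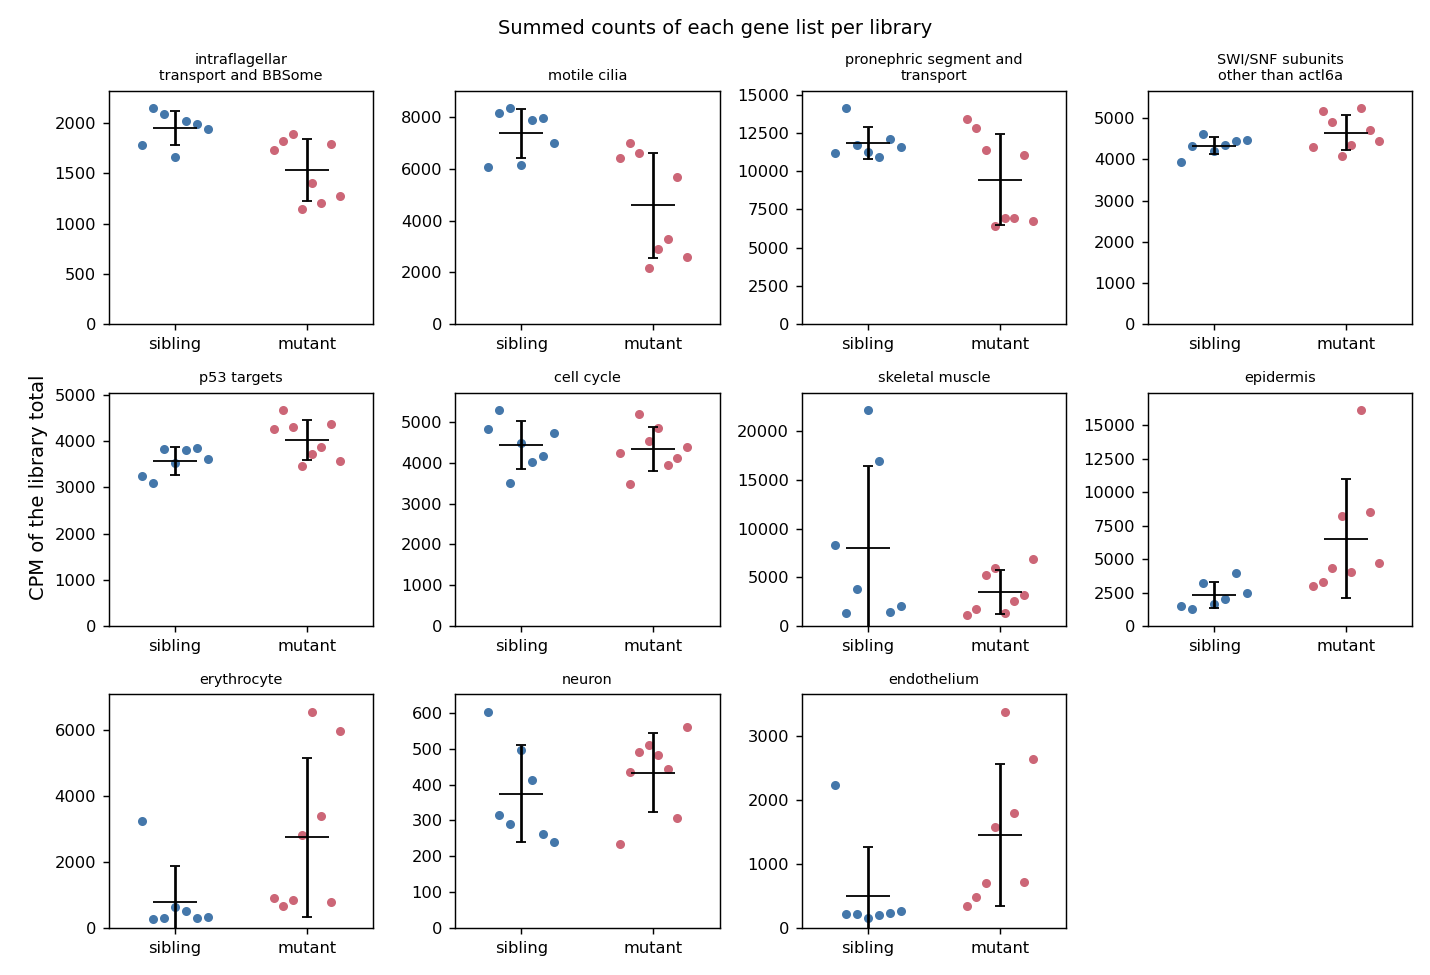
Summed counts of each gene list in CPM of the library total (vertical axes, each from 0) for the 7 sibling (blue) and 8 mutant (red) libraries, with the mean ± SD in black. The motile cilia share averages 7362 in siblings and 4594 in mutants, and the epidermis share 2309 and 6533.

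Outside the rule for naming genes, hox genes were examined after their values had been seen. Among 37 tested hox genes, the 14 of paralog groups 10 to 13 had a median log2 fold change of 2.51, with 10 changed and higher. The 18 of groups 1 to 8 had a median of 0.11, with 2 changed, and the 5 of group 9 had a median of 0.73. The highest was hoxa11b, at 5.44 (SE 0.81), followed by hoxa13b at 4.65 (SE 0.60), while hoxc13b, at -0.15 (SE 0.39), did not change. Across these genes the log2 fold change was correlated with the paralog number, with a Pearson r of 0.617 and a Spearman rho of 0.631 (permutation p = 0.0001 for rho, the smallest that 10000 permutations give). These genes lie in clusters and are not independent replicates.

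**Figure D5:**
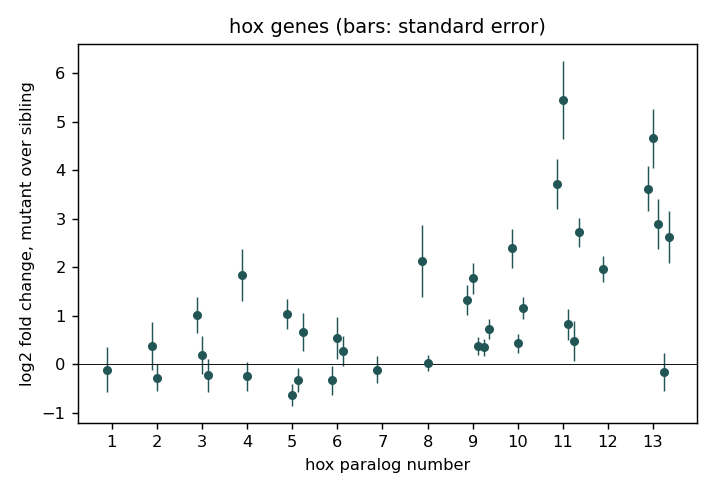
Log2 fold change of mutant over sibling (vertical axis, bars show the standard error) of 37 hox genes against their paralog number (horizontal axis, points of one number set side by side). The median is 0.11 for numbers 1 to 8 and 2.51 for numbers 10 to 13.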

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

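The test of vessel tissue in this part was chosen after the values of sibling replicate 1 had been seen. In 116 groups of libraries (4 library measures, the 11 list shares and the named genes, in each genotype), 15 highest or lowest libraries stood far from the rest of their group by Dixon's test at 95%, where chance gives about 5.8. Measures of the same tissue are not independent, so several flags can come from one library at once. The 5.8 also assumes normally distributed values, which untransformed CPM need not be, so the excess of flags is uncertain.

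Sibling replicate 1 accounted for 7 of them. Its erythrocyte share was 3228 CPM, against 269 to 635 in the other siblings, and its endothelium share 2228 against 161 to 262. Single genes followed, with hbbe1.1 at 754 CPM (others 23.3 to 48.7), aqp1a.1 at 169 (others 2.07 to 5.32), plvapa at 26.8 (others up to 2.09), she at 26.8 (0 in each of the other siblings) and the neuronal gene vamp2 at 8.42 (others up to 0.978). A candidate explanation is blood vessel carried along with the duct. Relative to the median of the other siblings, the erythrocyte and endothelium shares were 10.4 times as high in each case, whereas the largest ratio among muscle, epidermis and neuron was 2.83 and epidermis was at 0.656. A library in which every other tissue rose alike would not give this. A depth effect was not tested for this library, whose total of 3084051 was the highest among siblings. The design gives no biological explanation for 1 library within a group.

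Other library-level flags were a pronephric list share of 14110 CPM in sibling replicate 2, against 10923 to 12077 in the other siblings, and an epidermis share of 16131 in mutant replicate 6, against 3018 to 8525 in the other mutants. Sibling replicate 3 had krt92 at 118 CPM, against 6.74 to 53.2 in the other siblings, s100a10a at 5.96, against at most 2.51, and cxcl18a.1 at 11.4, against 1.33 to 4.81. Its epidermis share of 3228 CPM was below the 3965 of sibling replicate 6, so the list as a whole does not single it out. No test of a cause was made for these, and no biological explanation was tested.

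Mutant libraries stood out in 3 named genes. fabp1b.1 reached 1337 CPM in mutant replicate 4, against 95.2 to 220.5 in the other mutants, evx1 134 CPM in mutant replicate 3, against 48.0 to 80.9, and slc5a12 19.3 CPM in mutant replicate 6, against 0 to 8.37. For fabp1b.1 and evx1 every mutant library lay above every sibling, so the direction of the difference does not rest on the outlying library. The value of the outlying libraries was not explained by any test, and no biological explanation was tested.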

How the results depend on the processing

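Direction and call of the actl6a level held under all 15 other settings (log2 fold change from -2.02 to -1.58, adjusted p from 2.63e-08 to 0.00345) and in the 15 fits that each left out one library (-1.87 to -1.61). The greater similarity within than between groups (0.0988) held under its 3 other settings, from 0.0838 to 0.170, and in the 15 fits, from 0.0888 to 0.124.

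The count of changed genes, 2476, moved by over 1.5 times in 7 settings. It was 3960 with no filter (33068 genes tested, where the median of all log2 fold changes moved from 0.04 to 0.37, so higher calls there are relative to that shift), 1631 without bias adjustment, 1281 with the number of detected genes as a term (911 shared), 5566 with voom quality weights (55.4% higher against 71.1%, 2377 shared), 1031 at an adjusted p under 0.01, by construction, 1124 with the erythrocyte and endothelium share as a term (76.4% higher, 823 shared) and 1097 with a replicate block. The cause was not tested for the others. Across the 15 fits that each left out one library it ran from 1621 (without mutant replicate 8) to 3390 (without mutant replicate 1, when 58.2% were higher). Elsewhere it stayed between 1791 and 2784. Restricting accessions to both tables removed no tested gene and says nothing.

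Replicate numbers are shared between groups, but the correlations of same-numbered libraries' deviations, -0.54, 0.12, 0.13, 0.18, -0.17, -0.0048 and 0.26 for replicates 1 to 7, do not show pairing. The replicate block leaves out mutant replicate 8 and spends degrees of freedom on the numbers. Under it 7 of the 37 named genes that were called without it and could be tested were not called.

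No list passed with the estimated correlation under any normalization, filter or left-out library. Under other settings the median ran from -0.35 to -0.10 for pronephric genes, 0.43 to 1.04 for neuron and 0.25 to 2.25 for endothelium. It ran from 0.12 to 2.23 for erythrocyte, 0.17 to 0.44 for p53 targets and -0.16 to -0.026 for SWI/SNF subunits. With the preset correlation, 8 lists passed, and with fry 7 did, at medians unchanged by construction: intraflagellar transport -0.32, motile cilia -0.77, pronephric (preset only) -0.29, muscle (preset only) -1.43, epidermis 1.41, erythrocyte 1.90, neuron 1.04, endothelium 1.62 and p53 targets (fry only) 0.24. The cell cycle median of 0.027 turned to -0.015 with no filter, -0.028 with the filter of 10 counts, -0.00057 with the replicate block, -0.0046 with the erythrocyte and endothelium share as a term and -0.020 without accessions over 1000 counts, and ran from -0.11 to 0.022 across the fits that left out one library, with 12 of 15 below 0. These values lie near 0. Other medians moved by over 1.5 times when one library was left out: without sibling replicate 1, erythrocyte 4.05, endothelium 4.06, neuron 1.68; without sibling replicate 4, muscle -0.82; without mutant replicate 5, erythrocyte 1.25; neuron 0.44 to 0.61 without mutant replicate 2, 4, 5, 6 or 8; p53 targets 0.11 to 0.16 without sibling replicate 1, 2 or 3 or mutant replicate 1 or 2; SWI/SNF subunits -0.14 to -0.094 in 10 of the 15 fits.

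The excess of detected accessions in mutants (3122) passed with at least 5 counts and at equal depth (2604 to 2816) but in 10 of the 15 fits that left out one library it did not (differences from 2592 to 3910, exact permutation p from 0.0128 to 0.0845). The difference in log2 totals passed in none of these fits (exact permutation p from 0.120 to 0.477), and was 0.14 in place of 0.24 without mutant replicate 4.

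Among single named genes, foxj1a reversed to 0.091 and atp1a1a.4 to 0.31 with the number of detected genes as a term, and to 0.21 and 0.38 with the erythrocyte and endothelium share as a term. Of 578 values of 42 named genes under other settings, 59 were weaker and 2 stronger, and of 616 values with one library left out, 57 were weaker. The genes that lost their call most often were ccnb3, hbbe1.1, aqp1a.1, plvapa and she.

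The planned table-of-origin term could not be fitted because each table holds 1 genotype, and no library had a total under the planned minimum of 519584, set from the median, so that alternative was not run. Depth limits calls near the floor of 0.747 to 1.90 CPM.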

Other observations

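Tests of the hox genes, of proximal and distal tubule genes, of the erythrocyte and endothelium share as a term, of both ratios of cilia to pronephric counts, of single intestine-associated genes at equal depth, of the highest count and of exchanged labels were chosen after the values they use had been seen. Equal depth, leaving out accessions over 1000 counts, the share of the 5 other-tissue lists as a term, linkage and the intestinal list were chosen after the data were first examined, but before the results of these tests were seen. The splits of the libraries were drawn at random and not chosen from the data.

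Of 100 splits of the 15 libraries into 7 and 8, the labelled one included, 3 gave at least 2476 changed genes. The larger ones exchanged sibling replicate 1 with mutant replicate 1 (3809 genes) and sibling replicates 1 and 4 with mutant replicates 1 and 3 (2863 genes). So a split that is not genotype can separate these libraries more strongly than the labels, and it follows no batch that the labels name. Exchanged labels are one possible explanation. The actl6a level argues against it, at 87.2 CPM in sibling replicate 1 (other siblings 63.8 to 93.8) and 28.8 CPM in mutant replicate 1 (other mutants 9.87 to 38.9). For the medians of the lists, the splits with a value as large numbered 4 for intraflagellar transport, 3 for motile cilia, 10 for pronephric genes, 30 for SWI/SNF subunits, 8 for p53 targets, 69 for cell cycle, 20 for muscle, 2 for epidermis, 5 for erythrocyte, 4 for neuron and 7 for endothelium, each of 100.

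Most changed genes were higher in mutants, 71.1%. Deeper sequencing is not the main source, as 1460 genes were still higher at equal depth, against 1761. Variants linked to the mutated locus might raise or lower neighbours, but 20 of the 100 tested genes nearest actl6a were changed, against 18.6% of 9712 others (Fisher's exact p = 0.699), so linkage does not account for the calls. Counts close to a ceiling could compress abundant genes, yet without accessions over 1000 counts 63.9% of calls were higher, a shift of 7.22 percentage points. The separate index of each genotype cannot be told apart from genotype, since 0 tables hold libraries of both. Tissue from outside the duct stays open as a source. Mutant replicates 4, 5, 6 and 8 had the most detected accessions and the highest erythrocyte and endothelium shares of the mutants. With that share as a term fewer genes were called, most of them still higher. The term is correlated with genotype (0.623), so that fit cannot decide.

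The highest count in a library ranged only 1.16-fold over the 15 libraries, from 5558 to 6432, while totals ranged 2.54-fold, the count at rank 50 2.47-fold and the count at rank 500 2.01-fold. A ceiling on the count of an accession, such as a limited number of molecular identifiers would set, is a candidate explanation and gives the narrow range of 1.16. Whether counts are molecules is not stated. Under such a ceiling fold changes of the most abundant transcripts would be understated.

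The motile cilia list was lower in mutants. Depth argues little for this, since at equal depth its median was -0.73 against -0.77. Tissue from outside the duct stays open. With the share of the 5 other-tissue lists as a term the median was -0.67. That sum mixes tissues whose lists moved in different directions. Skeletal muscle, which did not rise in mutants, made up 8.50% to 88.4% of it by library, with a median of 33.1%. The correlation of the sum with genotype was only 0.258, so this fit cannot decide on the tissues that were higher in mutants. With the share of the erythrocyte and endothelium lists alone as a term the median was -0.19, so blood and vessel tissue carried along with the duct is one candidate explanation. Sibling replicate 1 goes against it, since its erythrocyte and endothelium shares (3228 and 2228 CPM) were like those of mutant replicates 4 (2830 and 1578 CPM) and 6 (3378 and 1791 CPM), yet its cilia share was 6054 CPM against 2186 and 3303, and its pronephric share 11195 CPM against 6444 and 6921. Its cilia share was nonetheless the lowest of the siblings (others 6142 to 8335 CPM), as were its foxj1a (241 CPM) and atp1a1a.4 (1085 CPM) levels. These values go with the explanation. Sibling replicate 1 is 1 library and excludes nothing by itself. The term is also correlated with genotype (0.623) and can take up an effect of genotype, so this explanation is left undecided. A lower share of duct cells in the mutant libraries is the counterpart of this and stays open too. The cilia share was lowest in mutant replicates 4, 5, 6 and 8 (2186, 2914, 3303 and 2609 CPM), and the same libraries had the lowest pronephric shares (6444, 6944, 6921 and 6728 CPM) and the highest erythrocyte and endothelium shares of the mutants, while mutant replicates 1, 2 and 3 had cilia shares within the sibling range. Over all 67 pronephric accessions the log2 ratio of cilia to pronephric counts was -0.69 ± 0.17 (SD, n = 7) in siblings and -1.11 ± 0.26 (SD, n = 8) in mutants, a difference of -0.42 (exact two-sided permutation p = 0.00280, and 0.00175 to 0.00766 when one library was left out), with 6 of 8 mutants below every sibling. The cilia list therefore fell further than the pronephric list, which argues against a lower duct share as the whole cause. It does not exclude it, for these reasons. The 10 pronephric accessions over 1000 counts held 58.7% to 77.8% of the pronephric counts of a library, and a ceiling on counts would bear on these most. Without accessions over 1000 counts the ratio was 0.98 ± 0.43 (SD, n = 7) in siblings and 0.45 ± 0.48 (SD, n = 8) in mutants, a difference of -0.53 (exact two-sided permutation p = 0.0444), but p was 0.05 or more in 9 of the 15 tests that left out one library (0.0233 to 0.0889). How much of the pronephric counts came from other tissue was not measured. Cilia loss in duct cells and a lower share of ciliated cells cannot be told apart from these values. An effect of the mutation on cilia genes remains a hypothesis.

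Intestine-associated genes were higher in mutants. cdx1b (chosen after its value was seen) was at 0.601 ± 1.01 CPM in siblings and 137 ± 94.9 CPM in mutants, with a log2 fold change of 7.91 (SE 0.77). Its sibling mean was below the floor of 0.747 to 1.90 CPM, so the size of its fold change is uncertain. Deeper sequencing does not account for the higher level of these genes. At equal depth cdx1b had at most 5 counts in a sibling library and at least 34 in a mutant library, fabp1b.1 at most 5 and at least 134, and all 10 of the genes examined (these 2 and the 8 changed members of the intestinal list) were still called with at least 0.5 of their log2 fold change. Cells of the intestinal epithelium in the mutant libraries may contribute. The list written for this had a median log2 fold change of 0.50 over 23 tested genes, with 15 higher and 8 changed, all of these higher. Set in advance were a median under 0.5 against this source, and over 1 with a differing summed share for it. The median, 0.502, lay only just above the limit against. The summed share of the list did not differ (1442 ± 497 and 1729 ± 463 CPM, exact permutation p = 0.267). The list holds genes that kidney tubules also express, 1 of its tested genes is on the pronephric list, and its members move both ways, such as plac8.1 (5.16 ± 10.2 and 184 ± 121 CPM) and aqp8b (482 ± 409 and 84.8 ± 120). The expression filter left out 32 of its 55 accessions, so the median is over a trimmed set. Of these 32, 30 had a higher mean in mutants and 6 reached a mutant mean of 10 CPM, among them cyp8b1.1 at 0.4996 ± 0.708 and 41.5 ± 56.8 CPM, mttp at 0.646 ± 0.512 and 34.9 ± 37.7, cdhr2 at 0.463 ± 0.626 and 28.7 ± 25.7 and chia.3 with means of 0.144 and 12.5, each high in only some mutant libraries. Against this, aqp8a.1 was at 28.0 ± 68.7 and 28.6 ± 37.1 CPM, and 8 of the 32, such as apobb.1, had at most 3 counts in every mutant library. The summed share above includes all 55. Intestinal cells and a change of identity in duct cells cannot be told apart here.

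A more posterior stretch of duct in the mutant libraries could give both the cdx and the hox differences. The Spearman rho of log2 fold change with paralog number was 0.631 across 37 hox genes. Among genes of the pronephric list that mark the proximal tubule, 6 were called lower, slc5a12 (-3.69), slc34a1a (-2.62), slc5a2 (-2.36), slc13a1 (-2.28), amn (-1.85) and slc20a1a (-1.41), and 1 was called higher, slc13a3 (1.54). Of the proximal genes examined and not called, slc6a19a.1 (-1.82), cubn (-1.72) and lrp2a (-1.21) were lower, and slc22a6l (1.01) and slc22a2 (0.098) were not. The direction of the proximal genes examined was thus mostly down, while slc12a3 (-0.16) and slc12a1 (-0.20), which mark the distal tubule, were not called. Further uncalled transport genes of the list, not assigned to a segment here, include slc9a3.1 (-0.88), kcnj1a.1 (-0.48), slc6a19b (-0.47), slc3a1 (-0.46), slc5a1 (-0.41), bsnd (-0.33), slc2a2 (-0.31) and aqp3a (1.93). The contrast of proximal with distal genes therefore rests on few genes and on which genes were assigned. The unassigned slc6a19b (-0.47) and slc5a1 (-0.41) changed less than slc6a19a.1 (-1.82) and slc5a2 (-2.36) of the same families, which were counted as proximal. The proximal and distal genes were chosen after their values were seen, and a loss of proximal expression within duct cells would give the same. A rise of posterior hox genes caused by the mutation itself would give the same rho, and no position along the duct is given per library, so these cannot be told apart.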
